A study of Mus musculus with 2 samples.

How the data were processed

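Chromatin immunoprecipitation followed by sequencing (ChIP-seq) for histone H3 trimethylated at lysine 4 (H3K4me3) was deposited for 2 biological replicates of E14TG2a.4, a male mouse embryonic stem cell line, per the labels. Both replicates form 1 group, so no difference between groups could be tested. Reads and read counts were not used here, and the sequencing depth of each library is unknown. Peak numbers can depend on that depth.

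The authors deposited peak lists on 2 genome builds. On mm10 there were 4 lists in the narrowPeak format: 1 per replicate, each derived from that replicate's alignments and 1 control file, 1 derived from both replicates pooled, and a replicated list derived from both replicate lists and the pooled list, per the deposited file descriptions. On mm9 there were 3 lists in the broadPeak format, 1 per replicate and 1 for the whole series, called the pooled mm9 list here. The peak caller, the aligner and their settings are not given in the sources used here. In the mm10 lists the authors' signal value is a ratio of ChIP over control per peak. The deposited mm10 lists also give the −log10 of a p-value and of a q-value for each peak, and the position of its summit. In the mm9 lists the deposited signal value is also a ratio, its denominator is not given in the sources used here, and the authors' p-value and q-value are given themselves. All mm9 region edges fell on a grid of 200 bp. Signal values were compared between genes within a list. Values from different lists were also set side by side, for named genes, for overlapping peaks of the replicates by rank, and for the ratio of X to autosomes, without a test between lists. A score below a list's threshold is not recorded, so a promoter without a peak is one where no peak passed that threshold.

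The replicated mm10 list was the main set. Of the 21887 protein-coding genes of the GRCm38.p6 (mm10) gene table, 20576 were analysed. The gene table holds no strand, so strand was taken from the GENCODE vM1 gene of the same name on the same chromosome for 18392 genes and through a synonym for 2184 genes, while 1311 genes without a match were left out. Each gene was represented by its 5′ end. Any annotated transcription start site (TSS) had been planned, but transcript starts on mm10 were not used here, and no coordinate was moved between builds. For genes whose 5′-most end is not the promoter in use, an unmarked call can therefore arise from the annotation. For that reason the pooled mm9 list was also examined against every protein-coding vM1 TSS of the same genes, an alternative chosen after seeing the data. In mm9, 281 of the 20576 genes had no such TSS and counted as unmarked.

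A gene was called marked when a peak overlapped the 1 kb on either side of its 5′ end. This rule does not separate a gene's own peak from that of another gene starting nearby. Promoters were classed by CpG content from the mm9 sequence at the 5′-most vM1 TSS, in windows of 500 bp from 1300 bp upstream to 200 bp downstream. High-CpG promoters (HCP) had a window with an observed-to-expected CpG ratio over 0.75 and GC content over 55 percent. Low-CpG promoters (LCP) had no window over 0.48, and the rest were intermediate (ICP). No class was assigned to 250 genes. Peaks less than 1 kb apart were joined into domains, and a gene's domain width was that of the widest domain at its promoter. Its signal was the highest signal value of a peak there.

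Before the data were examined, 23 gene lists were fixed, along with the tests and the rule for named genes. Occupancy of a list was compared with that of all other protein-coding genes by a two-sided Fisher's exact test. Median width and median signal of marked members were compared with those of all other marked genes by a two-sided permutation test of gene labels with 100000 resamples, whose smallest p is 2e-05, for the 21 lists with at least 5 marked members. Benjamini-Hochberg adjustment was made over the lists of each family with a threshold of 0.05. Genes are not independent replicates, so these p-values describe how a list stands among genes of this 1 group. Shares of genes carry Wilson 95% intervals. Shares of peaks at TSSs were set beside 100 shuffles of the peaks within chromosomes by a one-sided permutation test, whose smallest p is 0.0099. On mm10 the shuffles ran between the first and last gene or peak of a chromosome, since chromosome lengths were not used, and on mm9 they avoided assembly gaps.

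Named genes were, per list, the 2 members with the highest signal and the first 2 in alphabetical order without a promoter peak. A set of stem cell, housekeeping and lineage genes was always named, as were the genes at the 20 widest domains and the 5 strongest domains over 5 kb from every gene 5′ end. Some genes that this rule takes are not reported here. Alternatives covered each replicate's own list, the pooled list, peaks with a q-value under 1e-05, windows of 500 bp and 2 kb, genes of all types, HCP genes only, other backgrounds, other joining distances, another signal measure and other overlap rules. Peaks on contigs outside chromosomes 1 to 19, X and Y were counted in the sizes, widths and covered length of the lists and left out of the comparisons of overlap, genes and chromosomes. The histone list was built from symbols and also holds linker histone genes, such as H1f0, H1f8 and H1f10, that are known to be expressed outside replication. Of the symbols written for each list, 13 of 20 were found for the 2-cell-like list, 37 of 40 for imprinted genes (34 of them protein-coding), 19 of 20 for epiblast genes, 59 of 60 for developmental transcription factors and 29 of 30 for blood genes, and every one for the others. Classes of peaks by signal and by distance to genes, gene 3′ ends and the split of X by CpG class were added to the planned comparisons.

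Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. Interval code was checked against bedtools 2.31.1 on simulated intervals, where 0 of 12737 overlaps and 0 of 615 joined domains differed. The list tests were tested on simulated data with 200 random lists of 40 members. With no planted effect, 6% of lists were called at an unadjusted 0.05 for breadth, over 14071 genes, and 5.5% for occupancy, over 20576 genes. With widths multiplied by 2, all lists were called (100%), as were all lists with 95% of members marked. These simulations used 10000 resamples.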

Results

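H3K4me3, a histone mark of active and poised promoters, was profiled by ChIP-seq in E14TG2a.4 mouse embryonic stem cells in 1 group of 2 biological replicates. The data consist of peak lists. On mm10, replicate 1 had 86781 peaks and replicate 2 had 83750, a mean of 85265.5 ± 2143 (SD, n = 2). The peaks of the replicates covered 70.4 and 69.4 Mb. The authors' pooled list held 98928 peaks and their replicated list 62128. The sequencing depth of the replicates is unknown.

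The first comparison asked how far the replicates gave the same peaks. Of the replicate 1 peaks, 74.0% overlapped a peak of replicate 2, and 76.7% of replicate 2 peaks overlapped one of replicate 1. Shuffled lists overlapped in 5.14% on average. Sharing followed signal. When the replicate 1 peaks were ranked by signal and divided into 4 classes, 42.7% were shared in the lowest class, 61.2% and 91.9% in the next, and 21689 of 21690 in the highest. Across 64163 overlapping pairs, Spearman's rho of the signal values was 0.792; peaks are not independent replicates. At the level of genes the lists differed little. A promoter peak was found in both replicates for 13946 genes, in replicate 1 alone for 195 and in replicate 2 alone for 164.

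The second comparison asked where the peaks lay. Of the replicated peaks on chromosomes, 23.1% were within 1 kb of the 5′ end of a protein-coding gene, 8.92 times the mean of shuffled lists, which was 2.59% (one-sided permutation p = 0.0099, the smallest 100 shuffles can give). The share was 18.1% in replicate 1 and 18.6% in replicate 2. Peaks within 1 kb of the 5′ end of a gene of any type had a median signal of 35.5 and a median width of 1903 bp. Peaks more than 5 kb from every gene 5′ end were 49.5% of the list but had a median signal of 4.31 and a median width of 670 bp. Of the 10000 strongest peaks, 86.7% lay within 1 kb of a gene 5′ end and 5.98% more than 5 kb away.

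The 5 strongest domains more than 5 kb from gene 5′ ends (mm10) had signals between 75.1 and 77.5. The strongest spanned chromosome 12 from 8640214 to 8641767, 32.3 kb from the 5′ end of Pum2. Another, on chromosome 19 from 44930227 to 44932517, lay inside Slf2. Domains inside Dynll2 (chromosome 11, 87985593 to 87988199), Clta (chromosome 4, 44009706 to 44015063) and Ccdc174 (chromosome 6, 91877156 to 91879224) followed. Only the 5′ end of each gene was used, so a peak or domain at another start inside a gene can count as distant. Whether these domains lie at such starts was not tested.

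The third comparison asked which genes carried a promoter peak. Of 20576 protein-coding genes, 14071 were marked (68.4%, Wilson 95% interval 67.7 to 69.0%), and the replicates gave 68.7% ± 0.107 (SD, n = 2). A peak at the 3′ end was found for 20.5% of the genes. Marking followed CpG content. Among HCP genes 7262 of 7540 were marked (96.3%), among ICP genes 4636 of 5338 (86.8%) and among LCP genes 2077 of 7448 (27.9%). The odds ratio of HCP to LCP was 67.6 (two-sided Fisher's exact test, p at the floor of 1e-300 used here; genes are not independent replicates), and it was 568 in mm9, where 99.6% of HCP and 31.3% of LCP genes were marked.

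**Figure D1:**
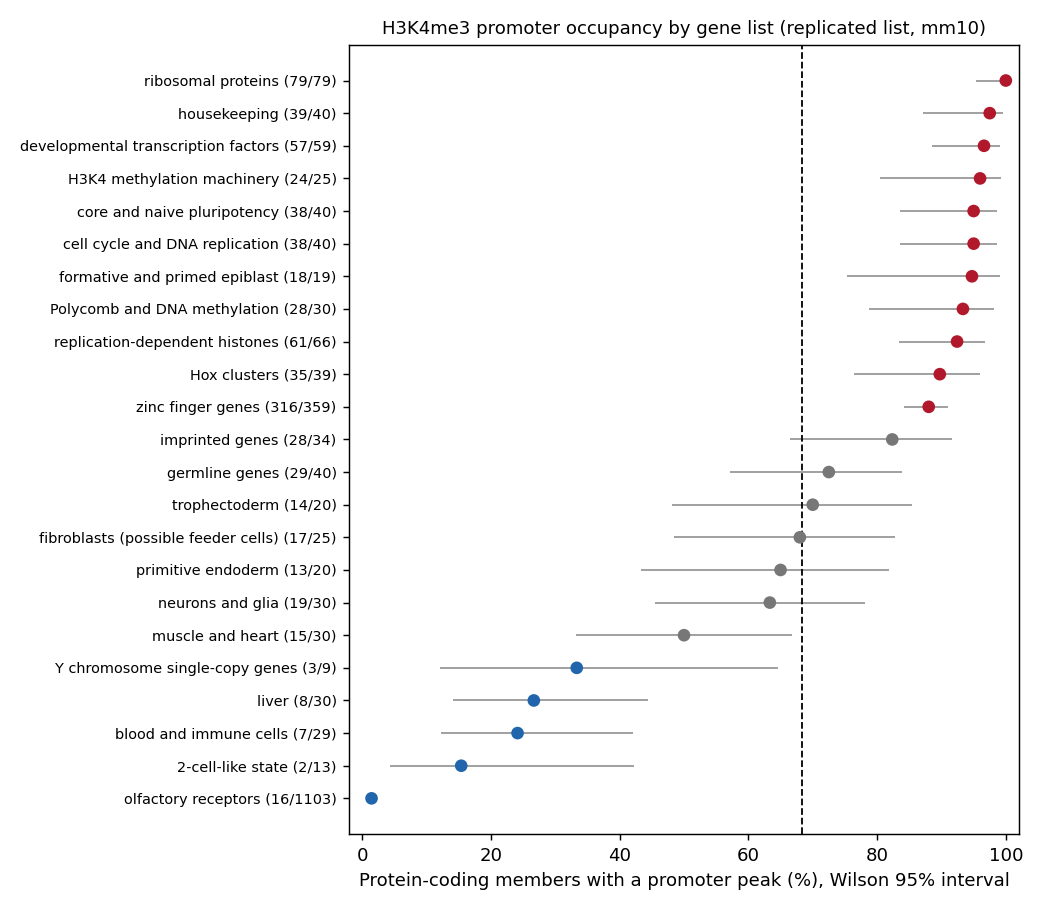
Percent of protein-coding members with a promoter peak (x axis) for each of 23 gene lists (y axis, marked members over members), with Wilson 95% intervals as bars; red and blue points passed the exact test above and below other genes, grey points did not, and the dashed line is 68.4% of all genes. Ribosomal protein genes sit at 100% and olfactory receptor genes at 1.45%.

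Genes of the stem cell state and of general cell function were marked almost throughout. Of the 40 core and naive pluripotency genes, 38 were marked (interval 83.5 to 98.6%), against 68.3% of other genes (two-sided Fisher's exact test as for all lists, adjusted p = 0.000139). Some genes stand in more than 1 list, and genes are not independent replicates. Pou5f1, the gene of the transcription factor Oct4, had a signal of 69.4 and Sox2, its partner, 66.1. Klf4 had 55.1, Zfp42, a marker of naive stem cells, 56.7 and Nanog 37.7. In the lists of replicates 1 and 2, Pou5f1 had 61.9 and 60.1, whereas Nanog had 23.9 and 47.9. Trim28 (75.6) and Stat3 (71.6) were the strongest of the list. The 2 members without a peak at the 5′ end were Esrrb and Nr5a2, and both were marked in mm9 when every TSS was used, while Nanog was unmarked there. All 79 ribosomal protein genes were marked (adjusted exact p = 8.59e-13), with Rpl8 at 81.1 and Rpl27a at 78.7. Housekeeping genes were marked in 39 of 40 (adjusted exact p = 2.34e-05). Psmb2, a proteasome subunit, reached 87.0 and Eno1, a glycolytic enzyme, 77.4, while Actb had 72.3 and Gapdh 50.6. Ywhaz, the exception, was marked in mm9, where Eef2 was not. Cell cycle and DNA replication genes were marked in 38 of 40, led by Ccnb1 (78.4) and Cdt1 (76.9); Rfc1 and Cdkn1a were unmarked, but marked in mm9. For the H3K4 methylation machinery 24 of 25 were marked (adjusted exact p = 0.00344), with Kdm5a at 76.2 and Taf3 at 73.8, and Dpy30 was unmarked, but marked in mm9. Polycomb and DNA methylation genes were marked in 28 of 30 (adjusted exact p = 0.00431), with Rbbp4 at 69.9 and Mtf2 at 68.7. Dnmt1 and Dnmt3a, the unmarked members, were marked in mm9.

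Genes of later development were also marked more often than other genes. Of the 59 developmental transcription factors, 57 were marked (96.6%, adjusted exact p = 7.13e-07), including Dlx2 (46.2), Eomes (37.4), T (16.5), Gata6 (14.2) and Pax6 (6.76). Gata4 and Tbx5 were unmarked, but marked in mm9. Of the Hox genes, 35 of 39 were marked (89.7%, adjusted exact p = 0.0048), and Hoxa4 had 34.1; Hoxb3 and Hoxc4 were unmarked, but marked in mm9. Formative and primed epiblast genes were marked in 18 of 19 (adjusted exact p = 0.018), with Etv5 at 72.2, Dnmt3b at 63.7 and only Dnmt3a unmarked. Zinc finger genes were marked in 316 of 359 (88.0%, adjusted exact p = 3.79e-17), led by Zfp830 (78.1) and Zfp64 (76.8), while Zfp109 and Zfp217 were marked only in mm9. Genes of the histone list, mostly replication-dependent, were marked in 61 of 66 (adjusted exact p = 1.3e-05), led by H1f10 (54.9) and H2bc18 (35.7), with H1f8 and H2ac24 unmarked, the latter marked in mm9. H1f10 and H1f8 are linker histone genes known to be expressed outside replication. Among HCP genes alone there was little room for an excess, and 0 of 19 lists passed the exact test, 0 had an unadjusted p under 0.05 (the smallest was 0.0501), and 96.3% of the other HCP genes were marked.

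Olfactory receptor, liver, blood, 2-cell-like and Y genes were marked less often than other genes. Olfactory receptor genes, expressed in sensory neurons of the nose, were marked in 16 of 1103 (1.45%, interval 0.895 to 2.34%), the strongest being Olfr94 (33.1) and Olfr1344 (18.8), and Olfr1 and Olfr10 had no peak. Their exact p fell below the smallest number the computation holds. Liver genes were marked in 8 of 30 (26.7%, adjusted exact p = 1.24e-05); Ass1, a urea cycle enzyme, had 51.5 and Apoa2, unmarked in mm9, 36.5, and Alb and Ahsg had no peak. Blood and immune genes were marked in 7 of 29 (24.1%, adjusted exact p = 5.68e-06), with Klf1 (53.5) and Epor (15.1) marked and Ccl3 not. In mm9, 12 of 29 blood genes were marked (41.4%, adjusted exact p = 0.0012). The 2-cell-like genes, of a rare state of stem cell cultures, were marked in 2 of 13 (adjusted exact p = 0.000258): Eif1a at 55.3 and Zfp420 at 41.0, with Gm6763 and Tdpoz1 unmarked. Whether promoter sequence that occurs elsewhere in the genome left members of this list without a peak was not tested. Single-copy Y genes were marked in 3 of 9 (adjusted exact p = 0.0471), among them Eif2s3y (31.2) and Uty (21.6), with Kdm5d and Sry unmarked; this call was lost with a window of 500 bp (adjusted exact p = 0.0872) and in mm9 (adjusted exact p = 0.167).

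The other lists did not pass the exact test for occupancy. Muscle and heart genes were marked in 15 of 30 (adjusted exact p = 0.0635), with Mylpf at 59.1 and Tnnc1 at 41.1 and with Actc1 and Ckm unmarked; they passed in 4 of the alternatives, with adjusted exact p from 0.00259 in mm9 to 0.0114 without receptor genes in the background. Fibroblast genes, included because feeder cells could be present, were marked in 17 of 25 (68.0%), with Fn1 at 61.7, Col5a1 at 50.2 and Col1a1 at 15.7 (9.64 in replicate 1 and 16.3 in replicate 2), and with Acta2 and Col3a1 unmarked. Neuron and glia genes were marked in 19 of 30, led by Stmn2 (43.3, with 30.4 and 28.1 in the replicates) and Map2 (42.1), with Aqp4 and Camk2a unmarked, the latter marked in mm9. Primitive endoderm genes were marked in 13 of 20, led by Lrp2 (58.5) and Lama1 (47.0), with Afp and Cubn unmarked. Trophectoderm genes were marked in 14 of 20, led by Tead4 (46.6) and Tfap2c (41.8), with Elf5 and Esx1 unmarked. Tfap2c had 12.3 in replicate 1 and 40.7 in replicate 2, and Esx1 was marked in mm9. Germline genes were marked in 29 of 40, led by Gdf9 (71.3, no region in mm9) and Tex14 (42.1), with Bmp15 and Magea5 unmarked. Whether the peak at Gdf9 belongs to another gene start nearby was not tested. Imprinted genes were marked in 28 of 34, led by Mkrn3 (79.1) and Inpp5f (58.4), with Commd1 and Ddc marked only in mm9, where the list passed (adjusted exact p = 0.0027). Of their noncoding members, Meg3 had 33.4, Airn 10.1 and H19 no peak. Xist, the RNA of X inactivation, had no peak in the replicated list, and its antisense partner Tsix had 4.46. Hprt, of purine salvage, had no peak in any of the 7 lists.

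The fourth comparison asked how broad the promoter domains were. Pluripotency genes had the broadest domains of the 21 lists tested, with a median of 8092.5 bp against 2422 bp for other marked genes (two-sided permutation test as for all lists, adjusted p = 7e-05). Of their 38 marked members, 22 were among the broadest 5% of marked genes. Ribosomal protein genes followed with 5553 bp and housekeeping genes with 5227 bp (adjusted permutation p = 7e-05 for each). The H3K4 methylation machinery (4804.5 bp), formative and primed epiblast (4163.5 bp), Polycomb and DNA methylation (4134 bp), cell cycle (4078.5 bp), primitive endoderm (3922 bp), histone (3466 bp) and developmental transcription factor (3121 bp) genes were also broader, with adjusted permutation p-values from 0.00012 to 0.0307. Domains were narrower than those of other genes for olfactory receptor (782 bp), blood (961 bp), germline (1052 bp) and zinc finger genes (1966 bp), with adjusted permutation p-values from 7e-05 to 0.00279. The call for primitive endoderm genes held in replicate 1 alone and was lost in 7 alternatives, replicate 2 alone among them (adjusted permutation p from 0.0732 to 0.692). Calls were lost among HCP genes for epiblast and Polycomb genes (adjusted permutation p = 0.0661 for each), developmental transcription factors (0.692) and zinc finger genes (0.382), without joining for developmental transcription factors (0.964) and histone genes (0.811), with 3 kb joining for blood genes (0.504), and in mm9 for zinc finger genes (0.0713). Lower calls were gained for Hox genes without joining (adjusted permutation p = 6e-05) and among HCP genes (0.0344), for muscle genes without joining (0.00105), and for liver genes in the pooled list (0.0418) and in mm9 (0.0104).

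**Figure D2:**
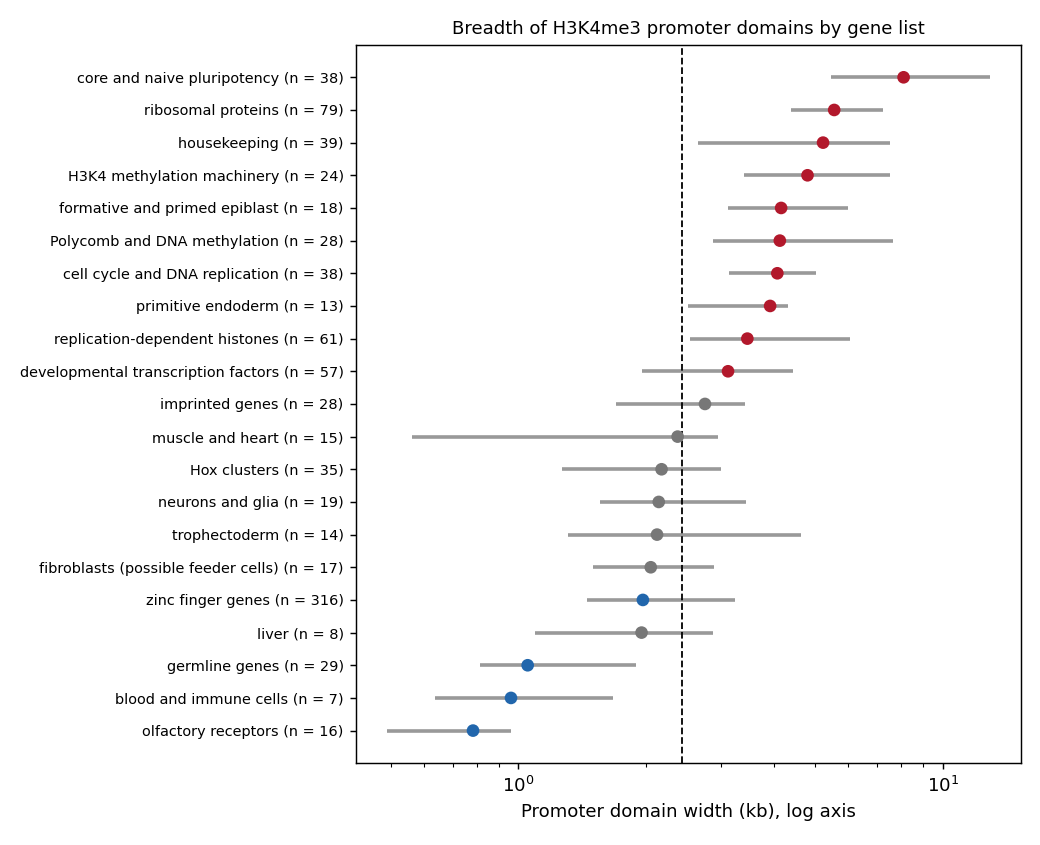
Width of the H3K4me3 domain at promoters of marked genes (x axis, kb, log scale) for 21 gene lists (y axis, n marked genes); points are medians, bars run from the 25th to the 75th percentile, and the dashed line is the median of other genes. Red and blue points passed the permutation test above and below other genes; pluripotency genes stand highest at a median of 8092.5 bp.

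The widest domain of the replicated list spanned 40.9 kb at Trim71, a regulator of RNA in stem cells, on chromosome 9 from 114524479 to 114565364 (mm10). It was shorter in each replicate's own list, at 22143 and 22302 bp. A domain inside Esrrb was wider there, at 45347 and 36750 bp, so the Trim71 domain was the widest in neither replicate. Smad7, an inhibitor of TGF-beta signalling, followed with 38.8 kb (chromosome 18, 75357650 to 75396489). The third, 37.9 kb on chromosome 12 from 86462957 to 86500876, lay inside Esrrb and reached no gene 5′ end. It may still cover another Esrrb start, since in mm9, with every TSS, the domain at an Esrrb TSS was 59000 bp wide. Next were Mllt6 with Cisd3 (34.2 kb), Tet1, which oxidises methylated cytosine (33.9 kb), Prrc2b (33.7 kb), Ctbp2 (30.6 kb), Rbpms (29.8 kb), the glucose transporter gene Slc2a1 (28.1 kb), Sox2 (27.1 kb, chromosome 3, 34646450 to 34673523) and Mybl2 (26.5 kb). The rest of the widest 20 held a domain inside Myo10 (26.1 kb), Hsd17b14 with Bcat2 (25.8 kb), Klf9 (25.6 kb), Rbm14 (25.5 kb), Klf3 (25.1 kb), Abcc4 (24.2 kb), Rmnd5b with N4bp3 (23.9 kb), a domain inside Etv5 (23.5 kb) and Zfp532 (22.8 kb). In at least 1 replicate's own list the width fell below these values by over 1.5 times for Prrc2b (21812 bp in replicate 2), Ctbp2 (18775 bp in replicate 2), Rbm14 (11441 bp in replicate 1), Abcc4 (16043 and 13716 bp) and Rmnd5b (11031 bp in replicate 2).

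The fifth comparison asked how strong the peaks were. Median signal was 62.8 at ribosomal protein genes, 60.4 at housekeeping genes, 60.1 at cell cycle genes, 59.2 at genes of the H3K4 methylation machinery, 56.3 at Polycomb and DNA methylation genes and 55.6 at pluripotency genes, against 43.0 to 43.1 for other marked genes (adjusted permutation p from 6e-05 to 0.0125). It was lower in 13 lists. Hox genes had a median of 8.77, developmental transcription factors 13.4, histone genes 15.4, trophectoderm 11.1, germline 8.34, muscle 7.05, olfactory receptor 7.71, liver 12.3 and blood genes 5.75. In single replicates the median fell to 7.22 for liver genes (replicate 1) and 5.07 for olfactory receptor genes (replicate 2), and both calls held. Fibroblast (18.4), primitive endoderm (18.1), imprinted (21.8) and neuron genes (25.02) were lower as well (adjusted permutation p from 6e-05 to 0.0318 over the 13 lists). Epiblast genes (33.0) and zinc finger genes (43.0) did not pass (adjusted permutation p = 0.222 and 0.938). Replicate 2 alone lost the call for primitive endoderm (adjusted permutation p = 0.0571) and replicate 1 alone that for neuron genes (0.0585). With signal times width both were lost (adjusted permutation p = 0.0844 and 0.0753), and zinc finger genes were lower (0.0061). In the mm9 list pluripotency genes were lower than other genes, with a difference of -3.27 (adjusted permutation p = 0.0389), and the calls for housekeeping (0.184), cell cycle (0.952), Polycomb (0.956), fibroblast (0.223), primitive endoderm (0.148) and imprinted genes (0.0586) were lost. Among HCP genes those for pluripotency (adjusted permutation p = 0.121), Polycomb (0.295) and primitive endoderm genes (0.0796) were lost.

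**Figure D3:**
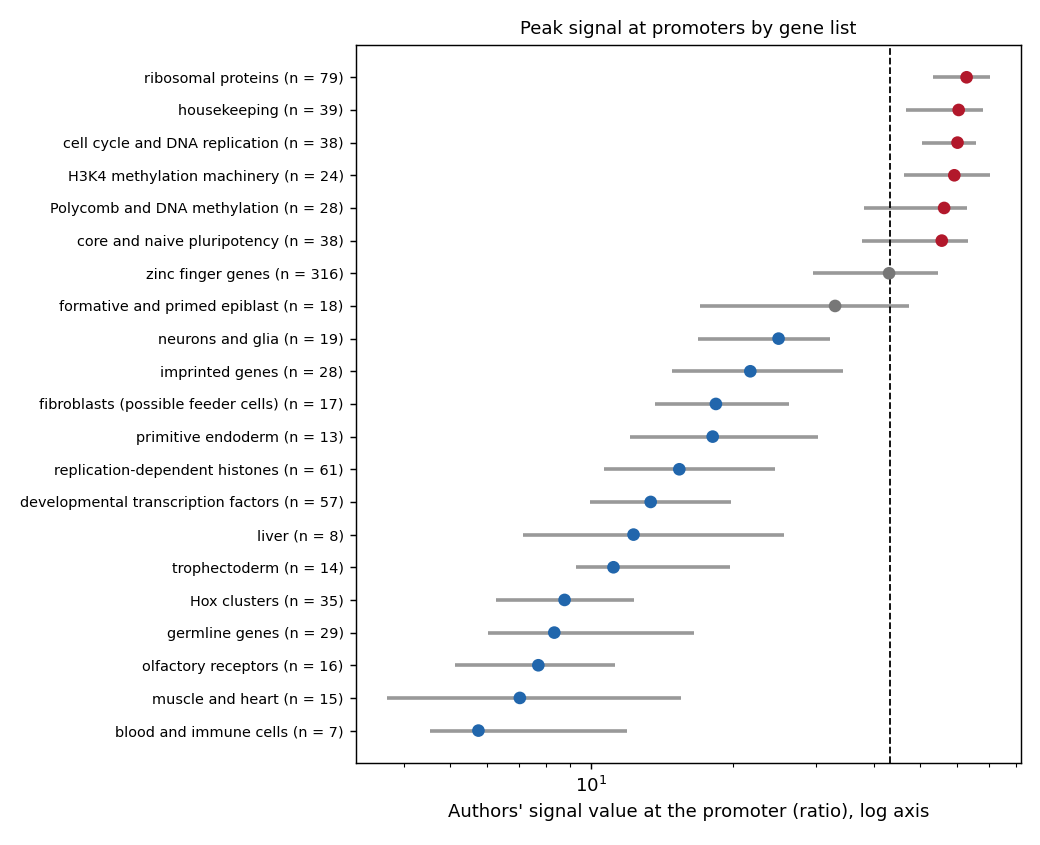
The authors' signal value at promoters of marked genes (x axis, ratio, log scale) for 21 gene lists (y axis, n marked genes), with medians as points and the 25th to 75th percentile as bars. The dashed line is the median of other genes; red and blue points passed the permutation test above and below it, and ribosomal protein genes stand at 62.8 and blood genes at 5.75.

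The sixth comparison placed the summit of the strongest promoter peak relative to the 5′ end in 7222 genes with a single TSS cluster and no other gene start within 2 kb. The median summit lay 279 bp downstream (25th to 75th percentile 187 to 471 bp). It was downstream in 6616 genes and upstream in 605, or 91.6% downstream (two-sided exact sign test, p at the floor of 1e-300; genes are not independent replicates). The replicates gave medians of 276 and 283 bp.

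**Figure D4:**
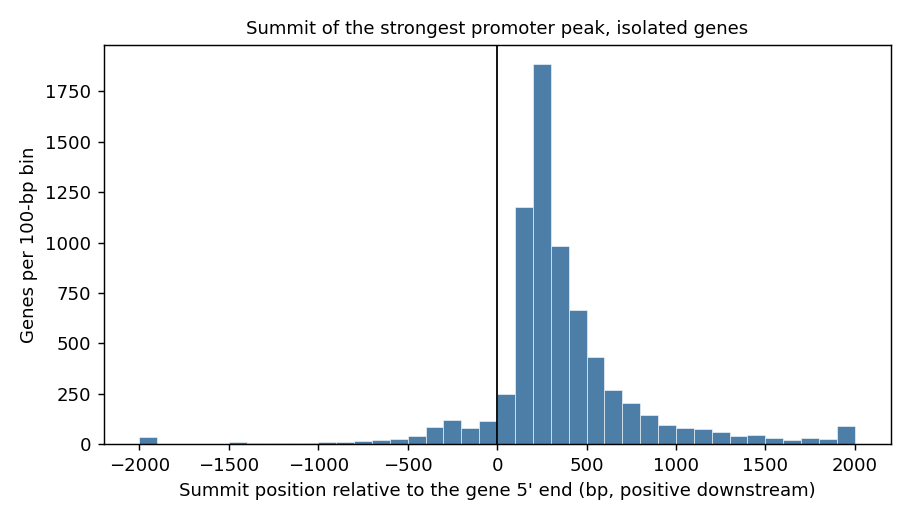
Number of genes per 100-bp bin (y axis) by the position of the strongest promoter peak's summit relative to the gene 5′ end (x axis, bp, positive downstream; the outermost bins also hold summits farther away). Most of the 7222 genes lie downstream of 0, with a median of 279 bp.

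The seventh comparison set chromosomes side by side. On X, of which a male line has a single copy, 463 of 908 protein-coding genes were marked (51.0%, interval 47.7 to 54.2%) against 69.2% on autosomes (adjusted exact p = 6.22e-28). X held 6.22 peaks per Mb, while autosomes held from 16.6 on chromosome 14 to 43.1 on chromosome 11. Chromosomes 2, 6, 7 and 14 were also lower than other autosomes, the lowest being chromosome 7 with 57.6% (adjusted exact p = 1.44e-28). Chromosomes 5, 8, 11, 12, 15 and 18 were higher, up to 79.6% on chromosome 12 (adjusted exact p = 3.14e-08). All protein-coding genes were counted, including olfactory receptor genes (16 of 1103 marked) and vomeronasal receptor genes (2 of 350). The comparison of chromosomes was not repeated without these families, so gene content was not separated from a difference between chromosomes. Among HCP genes, X and autosomes did not differ in a way the exact test detected (96.6% and 96.3%, p = 1), whereas ICP genes were marked in 74.9% on X and 87.8% on autosomes (exact p = 3.32e-09) and LCP genes in 21.0% and 28.3% (exact p = 0.00121). This split by class was chosen after the difference was seen.

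The last comparison set both builds side by side. The mm9 lists held 58875 regions for replicate 1, 52424 for replicate 2 and 64140 for the pooled list, with median widths of 1400, 1800 and 1600 bp against 462, 473 and 504 bp in the corresponding mm10 lists. Numbers per chromosome in the pooled mm9 and replicated mm10 lists were correlated over 20 chromosomes (Pearson's r = 0.957, Spearman's rho = 0.973, two-sided permutation p = 1e-05 for each, the smallest possible), and r was 0.958 without chromosomes 2 and 19. Both lists come from the same libraries and their numbers per chromosome follow its size and genes, so a high correlation says little about how alike the builds are. Of 2 correlations computed, the other, with the pooled mm10 list, gave r = 0.954. X departed from the rest, with 2114 regions in mm9 and 1062 peaks in mm10. At the level of genes, 13640 were marked in both builds, 431 in mm10 alone, 1066 in mm9 alone and 5439 in neither.

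**Figure D5:**
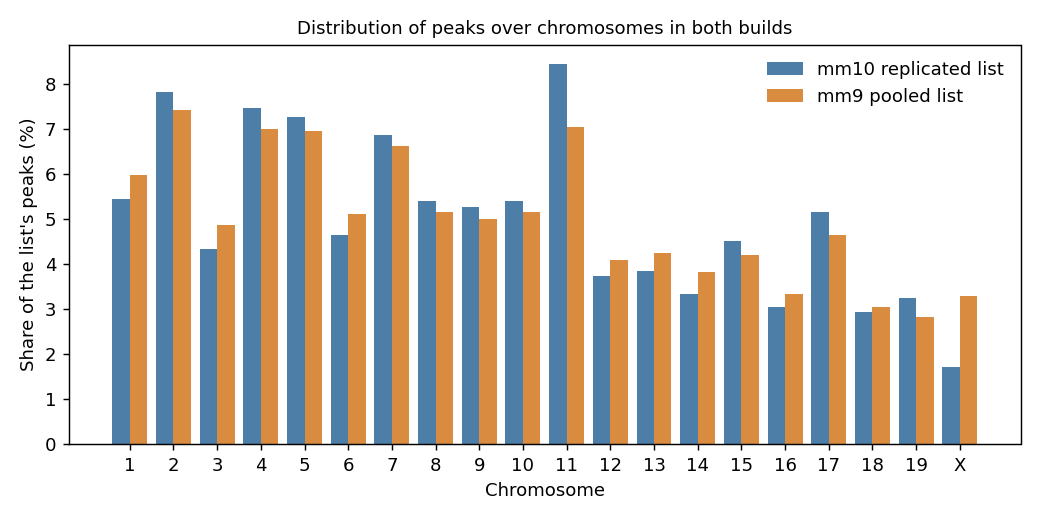
Share of each list's peaks (y axis, percent) on chromosomes 1 to 19 and X (x axis) for the replicated mm10 list (blue bars) and the pooled mm9 list (orange bars). X holds 1.71% of the mm10 peaks and 3.30% of the mm9 regions.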

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

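Signal in data outside the comparisons brought up 1 result. The replicated mm10 list held 13 peaks on contigs that are not placed on chromosomes 1 to 19, X or Y. They were counted in the size, widths and covered length of the list. They were left out of the comparisons of overlap, genes and chromosomes. Their number is above the limit of 3 that a count of 0 allows. Nothing in the data makes 0 the expected count for these contigs, so passing that limit says little. The strongest of these peaks had a signal of 55.8, on a contig assigned to chromosome 4. No explanation was tested.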

How the results depend on the processing

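All settings below were fixed before the data were examined, except the mm9 list with every TSS and HCP genes only for signal, which were chosen after seeing the data. The share of peaks at TSSs (15.7 to 26.1%), the HCP over LCP difference (66.0 to 69.2 percentage points) and the downstream summit (265 to 283 bp) kept direction and side of the threshold in every alternative run for them. The odds ratio of HCP to LCP moved more, from 53.7 with 500 bp to 568 in mm9. The numbers of chromosomes above and below other autosomes stayed at 6 and 5, where peaks at TSSs alone cannot change them by construction. Read depth is unknown, so how many weak peaks it limits cannot be given. The 5′-most TSS alone is the main setting and was not run separately. The cause was not tested for any change below, unless stated.

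The share of peaks shared between replicates, 75.3% on average, was 70.7% with 50% overlap, 84.3% with q under 1e-05 and 89.5% in mm9. Genes with a promoter peak, 68.4%, were 68.6 to 68.7% in single replicates, 69.8% in the pooled list, 68.0% with q under 1e-05, 66.7% and 70.4% with windows of 500 bp and 2 kb, and 71.5% in mm9. X held 1.49 to 1.61% of peaks in single replicates, 1.46% in the pooled list, 1.81% with q under 1e-05, 3.30% in mm9 and 3.51% of peaks at a TSS.

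With HCP genes only, 0 lists passed for occupancy as higher and 0 as lower, instead of 11 and 5. Liver, blood and olfactory receptor genes were not tested there, and with 96.3% of other HCP genes marked there was little room for an excess, so the loss of the higher calls says little. The lists passing for breadth went from 10 and 4 to 6 and 2, and for signal 5 were lower instead of 13, with fewer members and lists tested. In mm9, 2 lists instead of 6 were higher in signal. For single lists, 421 values under alternatives kept direction and call, 34 lost the call, 11 gained it and 37 changed sign. Of the lists called, 3 of 16 for occupancy, 7 of 14 for breadth and 11 of 19 for signal held under every alternative run for them. The 3 for occupancy were the liver, blood and olfactory receptor genes, which were not tested among HCP genes. All other calls for occupancy were lost among HCP genes, and outside that setting only the call for Y genes was lost. The count of 3 therefore rests mainly on a setting that says little.

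Occupancy differences (percentage points) changed sign among HCP genes for epiblast (-4.65), germline (-16.3), neuron (3.69), fibroblast (3.69), primitive endoderm (3.69), Polycomb (-1.32), 2-cell-like (3.69), Y (3.69) and histone genes (-5.87). They did so without receptor genes in the background for germline (-0.989) and trophectoderm (-3.49), with 2 kb for neuron genes (9.60), with 500 bp for trophectoderm (-1.73), with q under 1e-05 for fibroblast genes (0.00817), in mm9 for neuron (1.86) and primitive endoderm genes (3.53), and without replicate 2 for trophectoderm (-3.73, against 6.43 without replicate 1, which kept the sign). Breadth differences (bp) changed sign with 3 kb joining for Hox (548), neuron (440), muscle (156) and trophectoderm (1502.5), with q under 1e-05 for muscle (38) and imprinted genes (-222.5), in mm9 for muscle (200), trophectoderm (1600) and imprinted genes (-100), without joining for imprinted genes (-308), in the pooled list for trophectoderm (44), without replicate 2 for trophectoderm (227, against -126 without replicate 1, which kept the sign), and among HCP genes for primitive endoderm (-246) and zinc finger genes (161). Signal differences changed sign in mm9 for pluripotency (-3.27), epiblast (0.385), Polycomb (-0.0646) and cell cycle genes (-0.153), in the pooled list for zinc finger genes (0.431), and as signal times width for epiblast genes (33898.7).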

Other observations

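The tests of gene families, of signal on X, of the X share with rescaled signal and of the peak-free stretch at Hprt were chosen after the results were seen. Beyond the fixed lists, 144 families of protein-coding genes sharing a name stem, each with at least 15 members, were tested for occupancy. By Fisher's exact test with adjustment over the families, 43 were marked more often and 40 less often than other genes. Vomeronasal receptors (Vmn) were marked in 2 of 350, keratin-associated proteins (Krtap) in 2 of 52, beta-defensins (Defb) in 1 of 41, and prolactin-family (Prl) and major urinary protein (Mup) genes in 0 of 23 and 0 of 21. Promoter sequence that occurs elsewhere in the genome was not tested as a cause for these families. Cytochrome P450 genes (Cyp) were marked in 25 of 95. Rab GTPase genes were marked in 65 of 68 and mitochondrial ribosomal protein genes (Mrpl) in 48 of 49.

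Among 120 families with at least 5 marked members, signal was higher in 13 and lower in 17 by an adjusted permutation test. Translation initiation factors (Eif, median 63.8), RNA helicases (Ddx, 63.1), Mediator subunits (Med, 63.0) and mitochondrial import genes (Timm, 66.6) were among the higher ones. Collagen (Col, 14.8), Wnt (16.4), claudin (Cldn, 16.2) and keratin (Krt, 6.76) genes were among the lower ones. Breadth was higher in 2 families, Eif (3260 bp, adjusted permutation p = 0.0312) and Zbtb (3403 bp, adjusted permutation p = 0.0422), and lower in 10. Genes are not independent replicates.

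Hprt, whose activity the E14TG2a line is known to lack, had no promoter peak in any of the 7 lists, although its promoter is HCP. Sequence that occurs elsewhere in the genome was argued against as the cause, since 96.3% of 32-mers within 1 kb of its TSS were unique in mm9, above the 89.7% that bounds the lowest 5% of marked HCP promoters. Hprt lay in a peak-free stretch of 137 kb (mm10, chromosome X, 52913384 to 53050104). A stretch with few peaks stays open. Of 273 other unmarked HCP genes, 19.05% lay in one at least as long, and their median stretch was 36.4 kb. This comparison cannot decide the question, since a missing promoter peak itself lengthens the stretch, for Hprt and for the other genes. Most of the other genes were also marked in mm9 with every TSS, where 7511 of 7540 HCP genes were marked against 7262 in mm10. Stretches were not compared within X, which held 6.22 peaks per Mb against at least 16.6 on autosomes. No biological explanation was tested, since the design holds no other line.

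The larger share of X in mm9 (3.30%) than in mm10 (1.71%) may come from sequence that occurs more than once. Among regions more than 5 kb from every TSS, the median share of unique 32-mers was 5.97% on X and 95.6% on autosomes, a difference of -89.7 percentage points over 500 sampled regions each. Weak regions stay open as a cause. X held 5.11% of the mm9 regions above the median signal, over the bound of 2.56%, and 1.48% of those below it. That ranking favours X if its mm9 signal is raised relative to autosomes. The ratio of X to autosomes at HCP promoters changed 2.92 times between builds. With X signals divided by 2.92, the share was 2.99%, still over the bound but by less. The test cannot decide the question, since the bound was set from the whole mm10 list and not from its stronger peaks. X peaks were stronger in mm10 too, with a median signal of 9.35 against 5.04 to 5.75 on autosomes. No biological explanation was tested.

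Pluripotency genes were higher than other genes in mm10 signal and lower in mm9 signal, and no biological explanation was tested. Dilution of the mm9 ratio over wide regions may account for the mm9 direction, since against genes in the same of 10 classes of mm9 domain width the difference was 0.178 (permutation p = 0.874). Across the 14706 genes marked in mm9, width and signal were nearly unrelated (Spearman's rho -0.0701). Dilution as a general property of the mm9 list is therefore not shown. Across the 14071 genes marked in mm10, width and signal were related (Spearman's rho 0.484). In both cases genes are not independent replicates.

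Signal at marked HCP promoters on X also turned between builds. In the replicated mm10 list the median was 30.6 on X and 51.6 on autosomes, a ratio of 0.593, and the replicates gave 0.587 and 0.600. In the pooled mm9 list the ratio was 1.73, with 1.48 and 1.54 in the replicates. Each difference had a two-sided permutation p of 2e-05, the smallest the resamples can give. In the replicated mm10 list, ICP promoters were lower on X too (22.7 against 37.4, permutation p = 2e-05), while LCP promoters had 15.6 on X and 15.4 on autosomes (permutation p = 0.96).

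Of the 431 genes marked in mm10 alone, 106 had no TSS in the mm9 set, and 136 had an mm10 signal above the median of marked genes. Nanog (37.7), Eef2 (61.9), Gdf9 (71.3) and Apoa2 (36.5), chosen after their values were seen, had no region at a TSS in any of the mm9 lists. Whether the mm10 peaks at these genes belong to other gene starts nearby was not tested.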
